A study of Mus musculus with 21 samples.

How the data were processed

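Small RNA libraries were made from lens epithelium and from lens fiber cells of newborn FVB/N mice, with 3 replicates of each. RNA-seq libraries were made from mouse lenses in 5 groups of 3 replicates. These groups were wild type at 5 days of age, miR-26 knockout at 5 days, wild type at 20 weeks, and knockout at 20 weeks with or without a cataract. Per the labels' protocols, the small RNA libraries came from a NEBNext kit and were read as single ends, and the RNA-seq libraries came from a TruSeq kit.

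The deposited miRNA table holds raw counts for 1978 mature miRNAs in 6 libraries, and its values are whole numbers. The aligner, the counter and the miRNA annotation are not stated in the labels. The deposited RNA-seq table holds a normalized signal for 55359 genes in 15 libraries. Its values show that the authors divided each gene's count by one size factor per library, because every value in a column is a whole multiple of the smallest non-zero value of that column (100% of values). Dividing by that step gave back the whole reads. The authors' factors equal the median-of-ratios factors computed from the recovered reads over 16069 genes, with a largest difference of 7.89e-08%. The aligner, counter, genome build and annotation of the RNA-seq table are not stated. The table pairs gene identifiers with symbols, and the symbols were taken from there. Gene positions, lengths, GC content and 3' untranslated regions came from GENCODE M21 on GRCm38, where 52083 of the identifiers (94.1%) matched once their version suffix was dropped. Only 35 matched with the suffix, so the reference is not the annotation the authors used.

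Depth was 293306 to 531440 counts per miRNA library and 93.03 to 177.9 M recovered reads per RNA-seq library. Intervals for the share of one miRNA family in a single library are 95% Wilson intervals. The floor for a gene or miRNA was 3 reads in a library, and folds against a group at or under it were computed against the floor as lower bounds. Reads are copies made by PCR and carry no molecular identifiers, so intervals and floors cover counting error only.

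The tests, their thresholds, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The miRNA counts were compared between fiber cells and epithelium with the edgeR quasi-likelihood test (edgeR 4.0.16) on TMM-scaled counts after the filterByExpr filter. Each RNA-seq comparison used limma 3.58.1, with a mean-variance trend and robust variances, on log2 of the value plus 1. A gene was tested if its value was at least 10 in at least 3 of the libraries compared. Only the libraries of the compared groups entered a fit. The comparisons were knockout against wild type at 5 days, each knockout group against wild type at 20 weeks, the knockout groups against each other, wild type at 20 weeks against 5 days, and the interactions of genotype with age. A gene or miRNA was called where its Benjamini-Hochberg adjusted p-value was under 0.05. R was version 4.3.3, and figures were drawn with matplotlib 3.10.9.

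Gene lists were tested with camera on the limma fit with a preset inter-gene correlation of 0.01, two-sided, for lists with at least 5 tested genes. Adjustment ran over all 110 tests of 16 lists in 7 comparisons. The lists were lens crystallins, lens fiber genes, lens epithelium genes, matrix and fibrosis genes, complement, macrophage, T cell, neutrophil, interferon and antigen presentation genes, photoreceptor, other retina, pigmented tissue, smooth and skeletal muscle, erythroid and cell cycle genes, and published miR-26 targets. Values alone were taken for the miR-26 host genes, for sex-linked genes and for genes that carry variants in the FVB/N strain. miRNA lists for vessel wall, blood cells, muscle, and neural tissue and retina were written after some of the counts, those of several list members among them, had been seen. After the values were seen, a second list of 30 inner retina genes, a list of 11 brain genes chosen as absent from the retina, and 2 strain marker genes were added. Values of 2 genes of the second retina list, Slc32a1 and Syt1, had been seen before it was written.

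Genes with a miR-26 seed site were those with the 8mer TACTTGAA in a 3' untranslated region of the reference (910 of 21173 genes). They were tested with camera and set against 200 control seeds drawn from permuted miR-26 seeds, of which those with at least 50 tested genes were used.

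Genes named from a comparison were the 5 highest and the 5 lowest fitted log2 fold changes among called genes whose groups did not overlap, with a mean of at least 50 and a symbol that is not that of a predicted gene. The miR-26 host genes, and up to 5 genes with the largest change in the direction of a list that passed its threshold in a knockout comparison, were also eligible. From the miRNA table these were the 10 most abundant miRNAs, the miR-26 family, and the 5 with the largest change in each direction.

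The gene test at 5 days, the miRNA test and the list test were run on simulated data with known answers. The interaction and seed-site tests were not simulated. With 200 of a median of 17756 genes changed, limma recovered 60.3% of them with 9.39% false calls, and edgeR recovered 59.6% with 8.02% false calls. On 336 simulated miRNAs, edgeR recovered 95% of the 40 changed ones and 7.32% of its calls were false. The camera test put a shifted list past the threshold and 0 of 20 unshifted ones. Simulated genes varied independently, so that run could not show how the list test behaves when genes of a list vary together.

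Alternatives covered the pseudocount, the filter on low values, the scaling (upper quartile, TMM without the 20 most abundant genes, quantile normalization), limma without robust variances, edgeR and DESeq2 1.42.0 on the recovered reads, one fit of all 15 libraries, a minimum log2 fold change of 1, and leaving out each replicate in turn. A correction for GC content and gene length, and a fit without genes of the X and Y chromosomes, were added after seeing the data. So were the miR-26 shares without the most abundant other miRNA of fiber cells, alone or with the one most abundant over all libraries, which was planned. The columns of the RNA-seq table carry letters rather than numbers, so no library was paired with one of another group. Raw sequence reads were not analysed here.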

Results

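The series measured miRNAs in newborn lens and messenger RNA in lenses with and without miR-26, a family of miRNAs made from 3 genes. Small RNA was counted in 3 epithelium and 3 fiber cell preparations, with 293306 to 531440 counts per library. RNA-seq covered 15 libraries in 5 groups of 3. The libraries held 111.4 to 133.1 M recovered reads in wild type at 5 days, 112.4 to 177.9 M in knockout at 5 days, and 115.7 to 135.1 M in wild type at 20 weeks. In knockout at 20 weeks they held 117.3 to 135.9 M with cataract and 93.03 to 128.3 M without. Group values are means ± SD over n = 3 libraries, RNA-seq values are reads divided by the authors' size factor, and changes are log2 fold changes from the fit ± standard error.

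The first question was which miRNAs are abundant in the newborn lens. The miR-26 family (2 mature miRNAs from the 5' arm and 3 from the 3' arm) made up 6.549% ± 0.464 of all counts in epithelium and 5.171% ± 0.21 in fiber cells. In single libraries the share ran from 4.963% (95% Wilson interval 4.897 to 5.03) to 6.935% (6.853 to 7.018). The groups did not overlap, and the two-sided exact permutation p of 0.1 is the smallest that 3 against 3 allows. The difference depended on 1 miRNA. Leaving out miR-184-3p, the most abundant other miRNA over all libraries, gave 8.87% and 6.485%, again without overlap. Leaving out miR-1a-3p, the most abundant one in fiber cells, gave 6.59% ± 0.459 (6.08 to 6.97) and 6.513% ± 0.201 (6.32 to 6.72), where the groups overlapped (exact permutation p = 0.8). Without both, the shares were 8.948% and 8.743% and overlapped too (exact permutation p = 0.6). The last 2 settings were chosen after seeing the data. miR-26a-5p ranked 3 in each of the 6 libraries and 4 by its mean of 54730 counts per M. By that mean, miR-184-3p, miR-1a-3p and miR-204-5p lay above it. miR-26b-5p had a mean of 3823 counts per M and ranked 42.

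**Figure D1:**
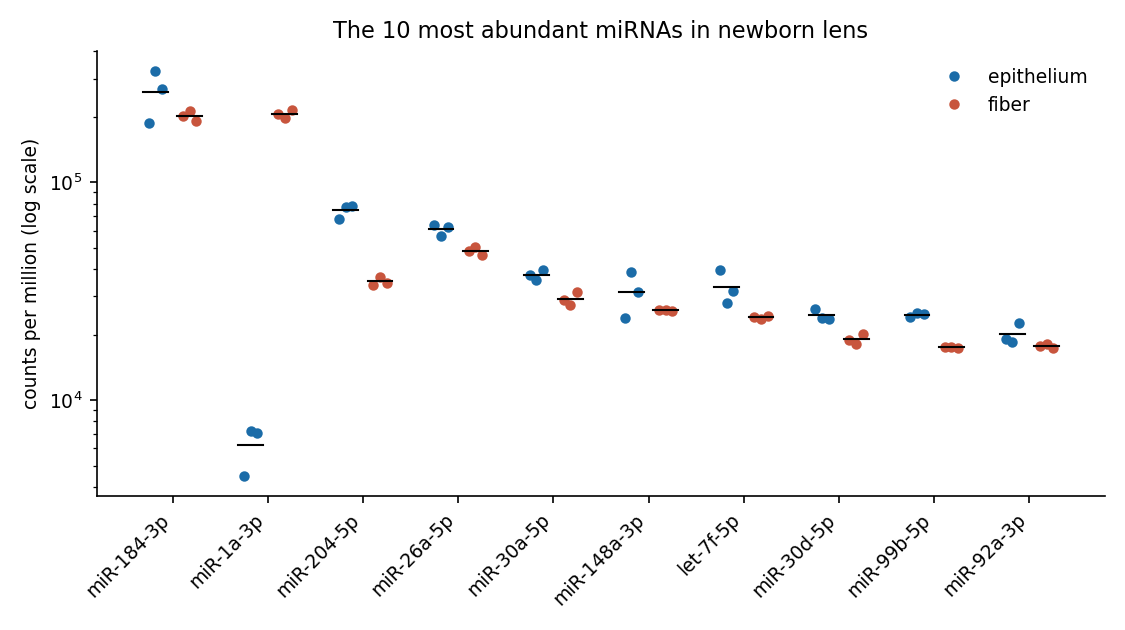
Counts per M (log scale) of the 10 most abundant miRNAs in the 6 newborn libraries, one point per library and a line at each group mean. miR-26a-5p averaged 61032 in epithelium and 48428 in fiber cells, and miR-1a-3p averaged 6234 and 206260.

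Between fiber cells and epithelium, 234 of 336 tested miRNAs were called by the edgeR quasi-likelihood test, 114 higher and 120 lower in fiber cells. The groups did not overlap for 225 of them, and for 246 of all 336, where chance gives 10%. A filter of at least 10 counts in every library moved the count most, to 141. miR-1a-3p rose by 5.01 ± 0.24 in fiber cells (edgeR, Benjamini-Hochberg adjusted p = 4.75e-07), from 6234 ± 1509 to 206260 ± 7868 counts per M. Other large rises were miR-133a-3p at 5.07, miR-133a-5p at 4.78, miR-493-3p (at least 6.9-fold) and miR-1188-5p (at least 6.97-fold). The largest falls were miR-145a-3p, not counted in any fiber library and at least 19.9-fold lower, miR-145a-5p (at least 57-fold), miR-143-5p (at least 11.1-fold), miR-143-3p at -6.38 and miR-351-5p at -5.99. Of the abundant miRNAs, miR-204-5p was lower in fiber cells by 1.11 on the log2 scale (value -1.11). miR-26a-5p changed by -0.35 ± 0.11 (edgeR adjusted p = 0.0151) and miR-26b-5p by -0.44 ± 0.13 (edgeR adjusted p = 0.015). Both calls were lost without any 1 of the fiber libraries and without a filter, and that of miR-26a-5p also with at least 10 counts in every library. Neither reached a minimum log2 fold change of 1. Over all alternatives the adjusted p (edgeR or DESeq2) ran from 0.000411 to 0.182 for miR-26a-5p, where the change was -0.22, -0.29 and -0.2 without fiber replicates 1, 2 and 3, and from 0.00476 to 0.0963 for miR-26b-5p, with -0.34, -0.35 and -0.28. miR-26a-2-3p changed by -1.55 with at most 19 counts in a library and lost its call without epithelium replicate 2 or fiber replicate 2 or 3 (edgeR or DESeq2 adjusted p from 0.00137 to 0.0774 over the alternatives), and miR-26a-1-3p and miR-26b-3p, with at most 2 and 7 counts, were not tested. Of the miRNA lists, which were written after some of the counts had been seen, all 6 vessel wall miRNAs were lower in fiber cells (median -6.29) and all 4 muscle miRNAs were higher (median 4.87). Of the blood cell miRNAs 2 of the 3 tested were lower (median -4.77), and of the neural and retina miRNAs 3 were lower and 1 was higher (median -1.01). The list medians use fitted changes. For miR-145a-3p, miR-145a-5p and miR-143-5p only the lower bounds above hold, so the size of the vessel wall median is uncertain. The blood cell median is the fitted change of miR-144-3p, which had 1.25 counts per M in fiber cells.

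In the RNA-seq libraries, reads of 16 crystallin genes took 56.0% ± 0.75 of all reads in wild type and 58.4% ± 0.61 in knockout at 5 days. At 20 weeks they took 41.2% ± 0.67 in wild type, 19.9% ± 0.42 in knockout without cataract and 6.40% ± 0.071 in knockout with cataract. The authors' scaling left size factors from 0.5954 to 2.059, so a share of reads and a normalized value of a crystallin gene differ. Spearman correlations between replicates over genes were 0.962 to 0.991 within groups. Between 24773 and 25199 genes were detected in wild type at 20 weeks and between 29339 and 30155 in knockout with cataract. In knockout without cataract replicate b held 36836, against 26836 and 26134 in replicates a and c.

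**Figure D2:**
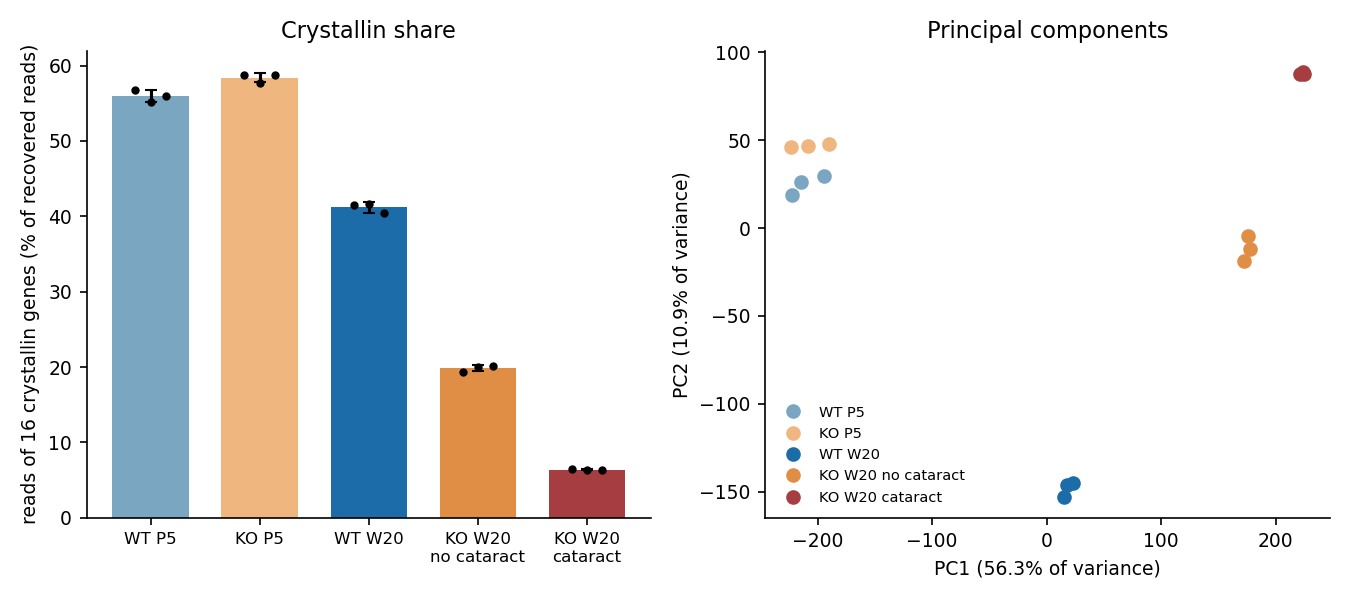
Left, reads of 16 crystallin genes as a percent of recovered reads, bars at group means with SD and a point per library. Right, the first and second principal components of the 15 libraries, with 56.3% and 10.9% of the variance. The groups separate, and the crystallin share runs from 58.4% in knockout at 5 days to 6.40% in knockout with cataract.

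Sex-linked transcripts differed between the groups. The sum of Ddx3y, Kdm5d, Eif2s3y and Uty was 8773 to 13340 in wild type and 3758 to 11850 in knockout at 5 days. At 20 weeks it was 2777 to 3336 in wild type, at most 71.09 in knockout without cataract and at most 3.885 in knockout with cataract. Xist was 40400 ± 4190 in wild type, 82800 ± 4140 without cataract and 94000 ± 5890 with cataract at 20 weeks. The labels give neither the sex of the animals nor a sequencing batch, so they cannot separate either from genotype at 20 weeks or from age. Limits from Xist and Y-linked values, given below, argue against sex for part of the genes.

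The RNA-seq table could not be used to check the knockout, since Mir26a-1, Mir26a-2 and Mir26b had at most 8 reads in any library. Mir26b had up to 8 reads in knockout libraries too. On GRCm38 they lie on chromosome 9 from 119031796 to 119031885 in an intron of Ctdspl, on chromosome 10 from 126995530 to 126995613 in Ctdsp2, and on chromosome 1 from 74394310 to 74394394 in an intron of Ctdsp1. Mir26a-2 overlaps an exon of 1 coding transcript of Ctdsp2. None of the 3 host genes was called at 5 days. Ctdspl changed by -0.01, Ctdsp2 by -0.01 and Ctdsp1 by 0.07 there, and the sign of Ctdspl and Ctdsp2 changed with the scaling. At 20 weeks Ctdsp2 changed by -0.75 ± 0.03 with cataract (limma, Benjamini-Hochberg adjusted p = 5.59e-08) and by -0.41 ± 0.04 without (limma, adjusted p = 7.25e-07). The latter was -0.04 under quantile normalization, where it was not called. Ctdsp1 changed by -0.72 ± 0.22 with cataract (limma, adjusted p = 0.0304), a call that was lost without any 1 of the 3 wild-type libraries (adjusted p 0.0568, 0.0794 and 0.0858 without a, b and c) and under quantile normalization. Ctdspl with cataract and Ctdsp1 without were not called, but gained a call under 10 and 5 of 20 alternatives.

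The comparison at 5 days asked what the loss of miR-26 changes in the young lens, for which the labels give no cataract status. Of 18638 tested genes, limma called 1033 (adjusted p under the threshold), 316 higher and 717 lower in knockout, and 3397 had an unadjusted p under 0.05. The count reached 2524 in one fit of all 15 libraries and fell to 465 without wild-type replicate c, 544 without knockout replicate c and 680 without wild-type replicate b. With a minimum log2 fold change of 1 it was 344, 45 higher and 299 lower. Under quantile normalization 423 were higher and 625 lower. Higher genes thus made up 13.1% and 40.4% of the calls, against 30.6% in the main fit. The groups did not overlap for 1032 of the called genes and for 4353 of all tested ones, where chance gives 10%. The highest by the naming rule were Epha8, at 7.20 ± 1.16 (limma, adjusted p = 0.00245), Opn1sw, at least 34.3-fold higher, Siglec1, Mak and Lyz2. Siglec1, Mak and Lyz2 lost their call without wild-type replicate c (adjusted p up to 0.0951, 0.178 and 0.095 over the alternatives), and the last 2 also without knockout replicate b or c. The lowest were Tbx22 (at least 41-fold), Lbp at -7.15 ± 0.91 (limma, adjusted p = 0.00044), Gdf6 (at least 28-fold), Dsg2 (at least 30.6-fold) and Plekhd1 at -6.60 ± 1.17 (limma, adjusted p = 0.00461). These had means of 117.9 to 609.1 in wild type, and Gdf6 and Dsg2 lost their call at a pseudocount of 0.1.

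Among 40 tested published miR-26 targets, 11 were called at 5 days, 8 higher and 3 lower, and 13 when adjusted over the list alone. The list median was 0.14 above that of all genes (camera, adjusted p = 0.00177). Lox rose by 2.31 ± 0.24, from 212.1 ± 25 to 1065 ± 192 (limma, adjusted p = 9.51e-05). Tdg rose by 1.57 ± 0.13, from 1821 ± 169 to 5457 ± 1070 (limma, adjusted p = 1.54e-05). Kpna2 rose by 0.66 ± 0.11 (limma, adjusted p = 0.00382) and Smad1 by 0.64 ± 0.12 (limma, adjusted p = 0.00545). In each of these 4 genes the knockout libraries lay above the wild-type libraries in 3 of 3 cases, and Lox and Tdg kept their call under all 20 alternatives.

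Genes with a miR-26 8mer site were compared with genes without one, since the loss of a miRNA predicts a rise of its targets. At 5 days the median of 724 such genes lay 0.0589 above that of 13675 others (camera on the limma fit, adjusted p = 0.0263 over 4 comparisons). Of 194 usable control seeds 5 lay as high, which puts miR-26 at percentile 97.4. With 7mer sites added the difference was 0.0321, and without knockout replicate b it was 0.0506. In both cases, and with an estimated correlation between genes, it was no longer past the threshold. At 20 weeks the differences were 0.0728 with cataract (limma and camera, adjusted p = 0.264), 0.0897 without (adjusted p = 0.183) and -0.025 between the knockout groups (adjusted p = 0.952), and 25, 29 and 58 of 195 control seeds lay as high. The difference with cataract was -0.00143 once 7mer sites were added, and the one between the knockout groups was 0.054 once the GC content and length trend was removed.

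**Figure D3:**
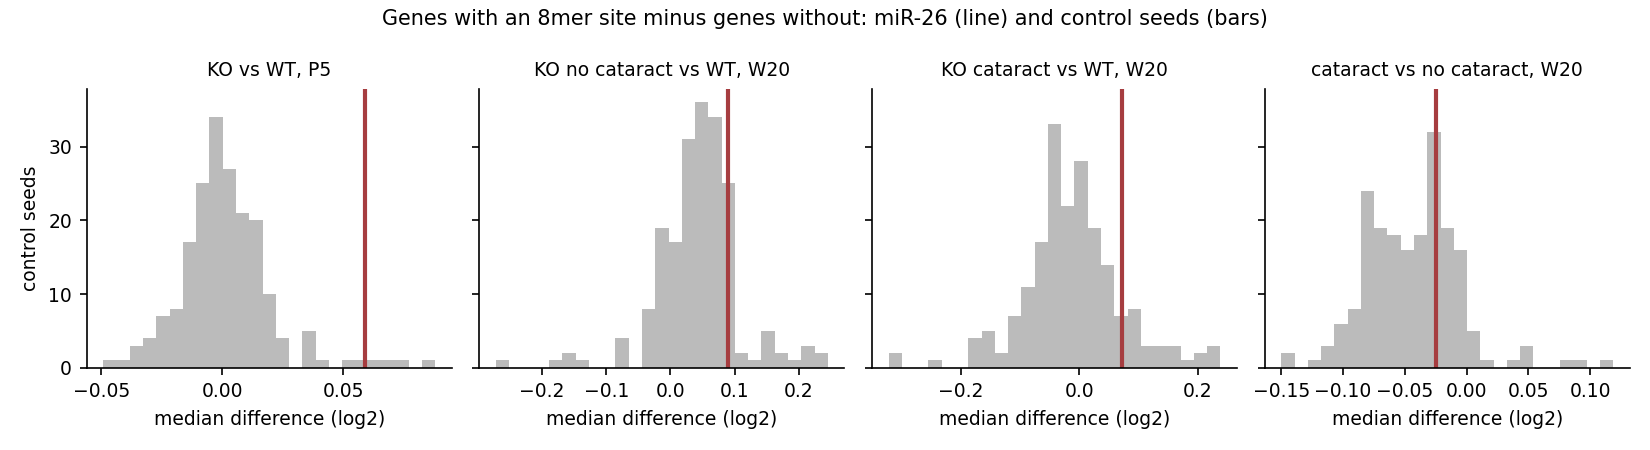
Median log2 fold change of genes with an 8mer site minus that of genes without, for 4 comparisons. Bars count control seeds and the line marks miR-26, which lies at 0.0589 at 5 days, at percentile 97.4 of 194 control seeds.

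The comparisons with wild type at 20 weeks asked what differs in adult knockout lenses. With cataract, limma called 15611 of 21492 genes, 9415 higher and 6196 lower, and 9397 with a minimum log2 fold change of 1. Without cataract it called 11788 of 20942 genes, 6834 higher and 4954 lower, and 5552 with that minimum. The median change of all genes was 0.286 and 0.127 under the authors' scaling and -0.0664 and -0.1 under quantile normalization. There 47.7% and 45.8% of the called genes were higher, against 60.3% and 58.0%. Groups did not overlap for 15494 and 11571 of the called genes and for 16620 and 13216 of all tested ones, where chance gives 10%.

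With cataract the highest by the naming rule were Mmp12 at 11.89 ± 0.85, with a mean of 7857 ± 67.6 against 2.649 ± 4.59 (limma, adjusted p = 1.65e-05), Wfdc17 (at least 314-fold), Serpina3m at 9.65 ± 1.37, Igha (at least 236-fold) and Atp6v0d2 (at least 165-fold). The wild-type SD of Mmp12 exceeds its mean, so the size of its change against wild type is uncertain. The lowest were Rps18-ps4 at -11.28 and the Y-linked genes Eif2s3y, Ddx3y, Kdm5d and Uty. Rps18-ps4 is a pseudogene, and it lost its call under 9 of 19 alternatives. Without cataract the highest were Mmp12 at 11.62 ± 0.75 (limma, adjusted p = 6.19e-07), Commd1b (at least 663-fold), Atp6v0d2 (at least 228-fold), Il7r (at least 69.6-fold) and Galnt6 (at least 57.7-fold). The lowest were Serpina3k (at least 157-fold) and the same Y-linked genes. Commd1b and the Serpina3 genes belong to families of similar genes, and how reads that fit several genes were assigned is not stated.

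Both comparisons share the wild-type libraries. Over 20340 genes their log2 fold changes correlated with r = 0.867 across genes, which are not independent replicates, and 83.8% had the same sign. Unchanged groups simulated against the same controls gave 0.499 and 66.6%. Of 10533 genes called in both, 10156 had the same sign. Of 14815 genes called with cataract, 76.7% had a change without cataract between 0 and the change with cataract, against 42.7% in the simulation. Of the genes called at 5 days, 1028 were tested with cataract, where 479 were called with the same sign and 416 with the opposite one. Without cataract the figures were 382 and 461 of 1027.

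Between the knockout groups, limma called 10404 of 21888 genes, 6169 higher and 4235 lower with cataract, with a median of 0.137. The excess of higher genes was absent with edgeR (4889 higher, 4912 lower), with DESeq2 (5244 and 5298) and among the 3314 called at a minimum log2 fold change of 1 (1640 and 1674). Groups did not overlap for 10305 of them and for 12641 of all, where chance gives 10%. The highest were Serpina3c (at least 521-fold), Ear2 (at least 99.2-fold), Apln at 7.5 ± 1.94 (limma, adjusted p = 0.0303), Marco (at least 76.2-fold) and Chil3 at 6.65 ± 1.06 (limma, adjusted p = 0.000417). Apln lost its call under 5 of 18 alternatives. Among the lowest were Ces1a at -7.57 ± 0.70 (limma, adjusted p = 3.49e-06), Chst5 (at least 65.3-fold), Lgsn at -4.95 ± 0.03 (limma, adjusted p = 1.61e-15) and R3hdml at -4.84 ± 0.04 (limma, adjusted p = 2.97e-14).

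In wild type, limma called 10901 of 19684 genes between 20 weeks and 5 days, 6142 higher and 4759 lower, with 5510 at a minimum log2 fold change of 1 and a median of 0.177 (-0.08 under quantile normalization). The interaction of genotype with age was called for 7393 of 22527 genes without cataract (3794 higher, 3599 lower) and 10848 of 22780 with cataract (6203 higher, 4645 lower). Their medians were 0.0808 and 0.251, and -0.15 and -0.122 under quantile normalization. There the share of higher genes fell to 44.5% from 57.2% with cataract and to 41.9% from 51.3% without, and upper-quartile scaling gave 47.5% and 40.9%. The balance of higher and lower genes thus depended on the scaling.

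Of 110 list tests, 56 passed. fry put 85 past the threshold and an estimated correlation put 0 past it. Of the 63 tests in the 4 knockout comparisons 33 passed, of which 28 also passed with fry. List medians are relative to all genes. At 5 days 9 lists passed, of which lens epithelium (-0.07), smooth and skeletal muscle (-1.3), cell cycle (0.55) and miR-26 targets also passed with fry. The others were crystallins (0.07, and -0.03 under quantile normalization), macrophage (1.16), photoreceptor (2.09), other retina (-0.56) and pigmented tissue genes (-2.02). Single libraries decided some of these. Other retina genes stood at 0.013 without knockout replicate a, the photoreceptor list at 0.712 without knockout replicate b, where it was no longer past the threshold, and muscle was lost without knockout replicate b or wild-type replicate a or b. The crystallin list lost its call without wild-type replicate b or c or knockout replicate a or c, and with the trend of GC content and length removed. Quantile normalization took the call from the crystallin and lens epithelium lists. Cell cycle genes had 7 of 24 members called, all higher, and 19 when adjusted over the list alone.

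At 20 weeks 6 lists passed with cataract and 8 without, and all of these also passed with fry. Crystallins stood at -4.06 with cataract and -1.95 without, and at -1.32 and -0.187 under quantile normalization. All 16 were called lower in both comparisons, and 16 adjusted over the list alone. Lens fiber genes stood at -4 and -2.24, with 23 of 24 called lower in each case and 23 and 24 called in total adjusted over the list alone. Macrophage genes stood at 4.29 and 3.05, complement genes at 2.94 and 1.95, and interferon and antigen presentation genes at 2.69 and 1.67. Other retina genes stood at 2.29 and 2.3, and all 16 were called higher in both comparisons, also adjusted over the list alone. Without cataract, photoreceptor (1.22) and pigmented tissue genes (2.31) also passed. With cataract these lists stood at 1.36 and 1.29 and missed the threshold with camera, but passed with fry. Lyz2 rose from 351.8 ± 30.2 in wild type to 18750 ± 326 without and 27610 ± 1090 with cataract. Gfap rose from 1559 ± 32.6 to 74370 ± 2270 with cataract. Cryba4 fell from 2199000 ± 131000 to 73340 ± 259 with cataract, a change of -4.90 ± 0.04 (limma, adjusted p = 8.77e-12), and Bfsp1 changed by -5.37 ± 0.05 (limma, adjusted p = 1.15e-11). Gamma crystallin genes share much sequence, and how their reads were split is not stated.

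With and without cataract, the lists that missed the threshold in both comparisons with wild type were lens epithelium (-1.05 and -0.16), matrix and fibrosis (1.46 and 0.99), T cell (2.86 and 1.15), neutrophil (3.75 and 1.03), muscle (0.25 and 1.64), erythroid (0.71 and 1.43), cell cycle (-0.62 and -0.45) and miR-26 target genes (0.14 and 0.19). Quantile normalization put epithelium genes without cataract at 0.349 and muscle genes with cataract at -0.729, and muscle genes with cataract also fell below 0 without any 1 of the cataract libraries. With fry all of these lists but muscle passed with cataract, and all but neutrophil and cell cycle without. Quantile normalization put cell cycle genes with cataract (-0.922) and matrix genes without cataract (0.799) past the threshold. Genes at the floor entered some list medians. Set to their bounds they lowered the unadjusted T cell median with cataract from 3.15 to 2.65 and the neutrophil one from 4.04 to 3.98, and left the other list medians of the knockout comparisons as they were. At 5 days lens fiber (-0.01), matrix and fibrosis (-0.39), complement (0.27), T cell (-0.6), interferon (0.04) and erythroid genes (-0.63) missed it, and neutrophil genes were not tested. Complement genes stood at -0.103 and fiber genes at 0.0241 without knockout replicate b, and interferon genes fell below 0 without any 1 of the wild-type libraries. In the other direction, fiber genes passed with fry and without wild-type replicate b (-0.0433) or knockout replicate a (-0.0356), and erythroid genes passed without wild-type replicate a (-1.34). Between the knockout groups 10 lists passed, and all 10 with fry. Crystallins (-2.01), fiber (-2.05), epithelium (-0.48), pigmented tissue (-1.2), muscle (-1.99) and erythroid genes (-0.96) were lower with cataract, and complement (1.15), macrophage (0.99), interferon (0.92) and other retina genes (0.42) were higher. The muscle list lost its call without any 1 of the 3 libraries without cataract, with a value of up to -0.0322.

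**Figure D4:**
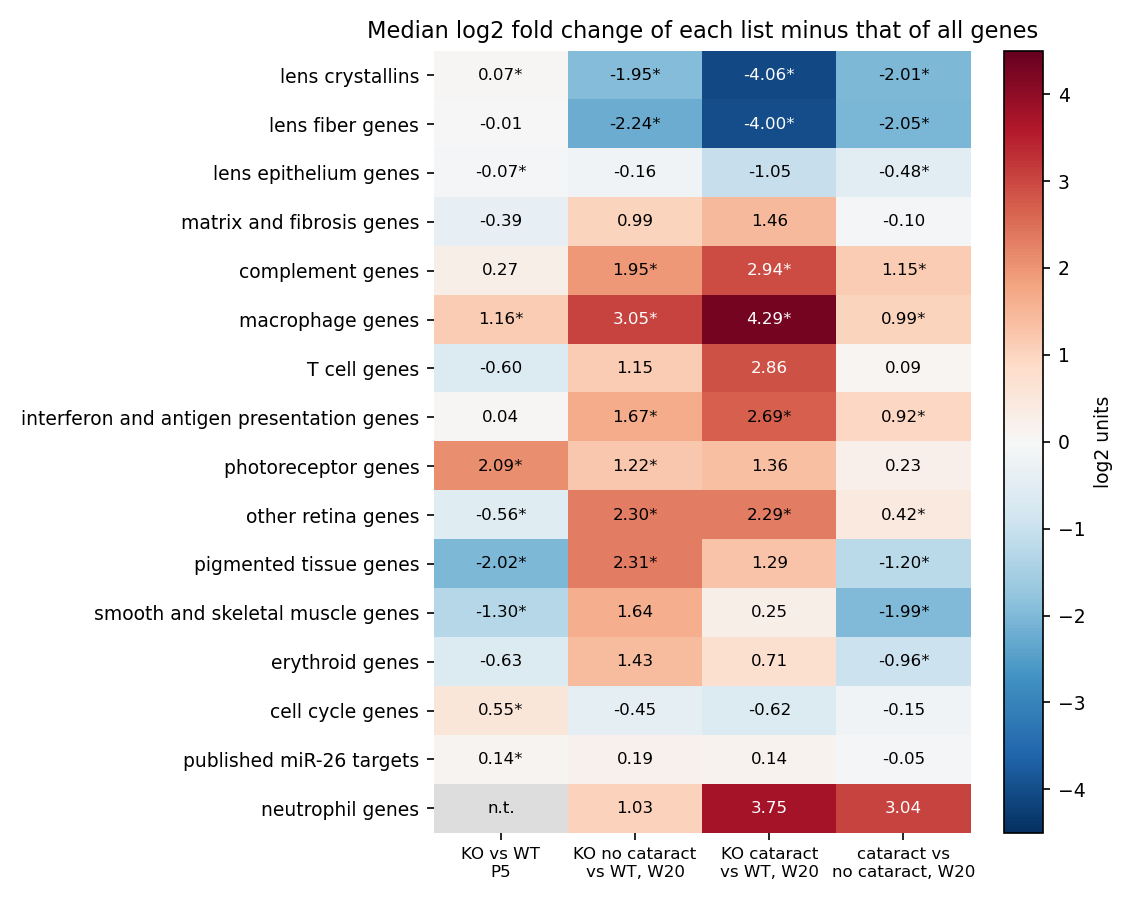
Median log2 fold change of each list minus that of all genes, for 4 comparisons, with a star where camera passed the adjusted threshold and n.t. where fewer than 5 genes were tested. Crystallins stand at -4.06 with cataract (-1.32 under quantile normalization) and macrophage genes at 4.29.

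**Figure D5:**
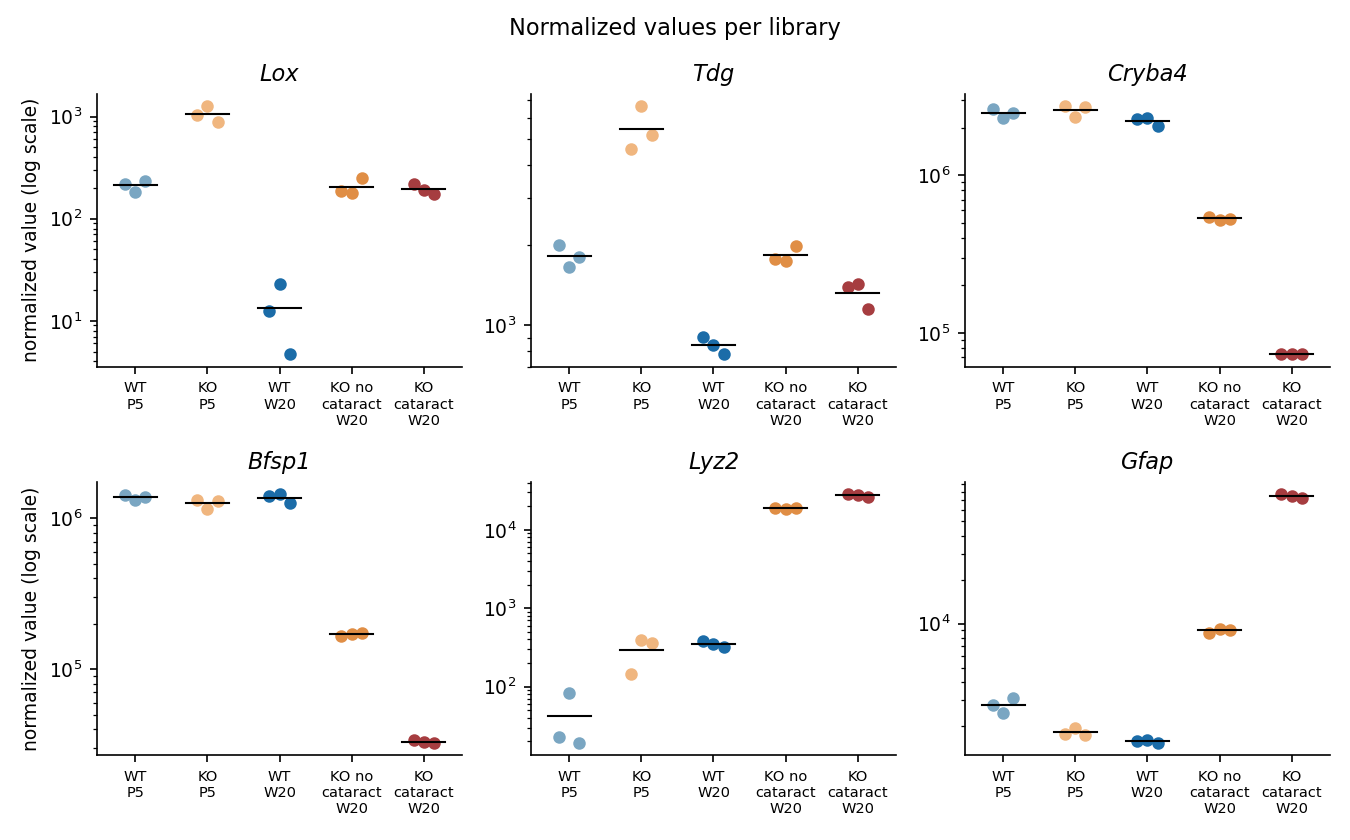
Normalized values (log scale) of 6 genes in the 15 libraries, with a line at each group mean. Lox and Tdg are higher in knockout at 5 days, Cryba4 and Bfsp1 are lower and Lyz2 and Gfap are higher in knockout with cataract than in wild type at 20 weeks.

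Of the FVB/N variant genes listed in advance, Bfsp2 (chromosome 9, 103424924 to 103480420) was lower in knockout in both ages. At 5 days it changed by -2.70 ± 0.03, from 202500 ± 1750 to 31180 ± 388 (limma, adjusted p = 8.88e-15), with all 3 knockout libraries below all wild-type libraries. At 20 weeks it had 204400 ± 32600 in wild type, 21440 ± 554 without and 3263 ± 68.5 with cataract. Tyr stood at 345.6 ± 152 in wild type and 16.75 ± 15.3 in knockout at 5 days, and at 20 weeks it was higher in knockout, at 634.3 ± 83.6 without and 297.3 ± 75.3 with cataract against 63.96 ± 10.3. Pde6b stood at 0 in wild type and 48.43 ± 44.7 in knockout at 5 days, and Hc was at 0 in both.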

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

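Results came up here because a test of the difference itself, the interaction of genotype with age, called many genes. The interaction test, the minimum log2 fold change, the other scalings and leaving out each library were planned. All other tests in this part were chosen only after the result was seen.

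Between 20 weeks and 5 days the effect of the knockout differed for 7393 of 22527 genes in the comparison without cataract (3794 higher, 3599 lower) and for 10848 of 22780 with cataract (6203 higher, 4645 lower). At a minimum log2 fold change of 1 the counts were 3835 and 7070. With each library left out in turn they ran from 6439 to 7506 and from 9080 to 10947.

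The tables argue against some technical sources of these counts. With the trend of GC content and gene length removed, 7438 and 10534 genes were called. The lowest counts over the 3 other scalings were 7440 and 10587, although quantile normalization moved the median interaction to -0.15 and -0.122, from 0.0808 and 0.251. Of 100 random relabelings drawn from 200 possible ones, 1 gave as many genes in each comparison, the real one. The other relabelings were not alike. The 11 that kept the 20-week groups and mixed the 5-day ones gave 5584 to 6798 genes without cataract and 9557 to 10603 with cataract, while the 88 that mixed the 20-week groups gave at most 67 and 10. Most of both counts thus follows the groups at 20 weeks, and little of it depends on the labels at 5 days.

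Other explanations stay open for both counts, also for the 7438 and 10534 genes called with the trend removed. Sex is open for part of them. Without genes of the X and Y chromosomes 7110 and 10462 were called. From the most extreme Xist and Y-linked values of single libraries, sex alone allows an interaction of at most 3.08 without and 3.26 with cataract. Beyond that rose 968 and 1902 autosomal genes, which argues against sex as their cause. For the other 6097 and 8494 it cannot be told apart from genotype, since the 20-week knockout libraries held next to no Y-linked reads. The make-up of the RNA also changed, as crystallin genes took 58.4% of reads in knockout at 5 days and 6.40% in knockout with cataract. A biological change with age in lenses that lack miR-26 is among the open explanations and was not tested apart from these.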

How the results depend on the processing

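Main results with a test were held to direction and side of the threshold, counts to 1.5 times and shares to 1 SD. By these measures 116 of 120 values with a library left out and 107 of 130 under other alternatives stayed the same. A count that stays may still change in direction: with cataract 9415 genes were higher and 6196 lower, and 7435 and 8136 under quantile normalization. Where a value changed, the cause was not tested, except for the fewer genes or libraries that an alternative uses by construction.

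Stricter criteria lowered the counts by construction. A minimum of 10 counts in every library left 141 miRNAs called. A minimum log2 fold change of 1 left 344 genes at 5 days, 9397 with and 5552 without cataract against wild type, 3314 between the knockout groups, 5510 in wild type between ages, and 3835 and 7070 in the interactions. At 5 days DESeq2 called 1552 genes and one fit of all 15 libraries 2524, of which 1031 and 968 were among the 1033. Leaving out one library gave 465 (without wild-type replicate c) to 1005 genes at 5 days, with 455 of the 465 and 785 of the 1005 among the 1033. Without miR-184-3p, the most abundant other miRNA, the miR-26 share was 8.87% in epithelium and 6.485% in fiber cells. Without miR-1a-3p, the most abundant one in fiber cells, it was 6.59% and 6.513%, and without both 8.948% and 8.743%, and in these 2 cases the groups overlapped.

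Across the authors' and 3 other scalings, counts stayed within 1.5 times in all 7 RNA-seq comparisons, but direction moved. The median change ran from -0.0664 to 0.286 with cataract, from -0.1 to 0.127 without, from 0.056 to 0.137 between the knockout groups and from -0.08 to 0.177 between ages.

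Host genes called rose from 3 to 5 with upper-quartile scaling (2 to 4 with a library left out). At 5 days the change of Ctdspl was 0.02168 there, 0.02505 with quantile normalization and 0.07653 with the trend of GC content and length removed, and from -0.1456 to 0.07489 with a library left out. Ctdsp2 stood at 0.0178, 0.005277 and 0.09007, and from -0.02766 to 0.01377. These were near 0 at the outset. Crybb1 was 0 with quantile normalization, Cryba1 was -0.009555 with the trend removed, and Fcer1g ran from -0.01975 (without wild-type replicate b) to 2.565. Without cataract Ctdsp1 was 0.09762 with quantile normalization, and Ctdspl was 0.00055 with the trend removed and -0.1675 to 0.08935 with a library left out.

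Of 110 list tests, fry put 85 past the threshold and an estimated correlation between genes put 0, against 56 with the preset one. The other scalings gave 55 to 56 and leaving out a library 52 to 60. Quantile normalization reversed crystallins at 5 days (-0.0335), lens epithelium genes without cataract (0.349) and muscle genes with cataract (-0.729). With a library left out, these lists ranged across 0: at 5 days complement (-0.103 without knockout replicate b to 0.916), interferon (-0.234 without wild-type replicate a to 0.0618), lens fiber (-0.0433 to 0.0241 without knockout replicate b) and other retina genes (-1.04 to 0.013 without knockout replicate a), T cell genes between the knockout groups (-0.0486 without cataract replicate a to 0.255), and muscle genes with cataract (-1.11 without cataract replicate c to 0.939).

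The seed-site difference at 5 days was 0.0321 with 7mer sites, where it no longer passed, and 0.0589 with an estimated correlation, where it did not pass either. It ran from 0.0469 to 0.0698 with a library left out and did not pass without knockout replicate b, at 0.0506. With cataract it was -0.00143 with 7mer sites, and between the knockout groups 0.054 with the trend removed. Without cataract it passed with an estimated correlation, at 0.0897.

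Among named genes and miRNAs, 3045 values under alternatives held 86 weaker, 62 stronger and 10 reversed ones, and 1293 values with a library left out held 72, 23 and 8. For gene lists 378 values held 40 weaker, 20 stronger and 3 reversed ones, and 942 with a library left out held 11, 3 and 11. Alternatives with a GC content and length correction, or without X and Y genes, other scalings of the gene lists and the shares without miR-1a-3p were chosen after seeing the data. A replicate block gave 228 miRNAs. No paired analysis was possible because the columns of the RNA-seq table carry letters, so the planned fits with replicate number as a block were not run for RNA-seq counts, gene lists and seed sites. The RNA-seq reads over the miR-26 genes are too few to show their loss, and whether more depth would help was not tested.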

Other observations

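All tests in this part were chosen only after the result was seen, with the values that decide the tests of the C57BL/6J background, of DNA in 1 library and of the stretch between Bfsp2 and Mir26a-1 not yet looked at. The fits with a library left out that are cited here were planned.

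Regrouping the libraries tested the counts. Of the 10 splits of 6 libraries, only 1, the real one, gave as many genes in each of the 5 comparisons of groups (1 at 5 days, 1 with cataract, 1 without, 1 between the knockout groups, 1 between ages), and 1 gave as many miRNAs between fiber cells and epithelium. The other splits gave at most 1 gene at 5 days and 0 genes or miRNAs elsewhere. For the seed sites 1 split of 10 was as large in each of the 4 knockout comparisons. For the gene lists, 1 split of 10 had as many lists past the threshold at 5 days, 10 with cataract, 4 without cataract and 1 between the knockout groups. A number of passing lists at 20 weeks against wild type therefore does not set the real grouping apart. A design of 3 against 3 cannot give a share under 0.1, so these splits alone do not rule out chance.

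Sex may account for part of the changes. At 5 days the Xist ratio of the group means was 1.48 and the Y-linked ratio 0.709. By these means 554 called autosomal genes changed by more than sex allows, and 441 others did not. Single libraries differed more, with Xist from 26190 (wild-type replicate b) to 65600 (knockout replicate a). The Y-linked sum ran from 3758 to 13340 in the same libraries. Genes beyond these extremes were not counted at 5 days. Sex thus stays open for the 441 and for an unknown part of the 554. With cataract 5256 autosomal genes were higher than wild type by more than the mean Xist ratio of 2.33. The most extreme single libraries gave a ratio of 2.71. Changes above 2.71 argue against sex as their cause, but the genes with such changes were not counted. Sex stays open for the rest of the 5256 and for 3765 that rose by no more than 2.33. It also stays open for 5987 lower ones, since the Y-linked ratio was 0.000547. Between the knockout groups sex is argued against, since the highest Y-linked sum was 2.56% of the lowest wild-type one.

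Retinal tissue on the lens is a candidate explanation for the retina genes that rose in both 20-week knockout groups. Of 30 genes on a second list, 29 were higher without cataract (median 2.66) and 28 with cataract (median 3.44). Values of Slc32a1 and Syt1 had been seen before that list was written. Wild-type lens at 20 weeks also held all 30 at a mean of at least 10, Dkk3 most, at 326000. Of 11 brain genes listed as absent from the retina, only 5 were tested in each comparison. Whether the retina lacks each of the 11 was not tested here. All 5 had a positive change, called for 3 without and 4 with cataract, up to 706 for Ermn without and 1260 for Tph2 with cataract. Opalin, Emx1, Hcrt, Pmch and Gabra6 were tested in neither and stood at 2.75 or less in each group, and Mobp stood at 17.7 in wild type, 25.4 without and 4.58 with cataract. The brain genes thus point both ways, and a wider neural source or a change in lens cells stays open. The scaling is argued against, since the first list lay 2.3 above all genes. Photoreceptors as the source of the other retina genes are argued against too. The highest mean of Sag, Gnat1 and Arr3 was 392 without cataract, where the median of the other retina genes was 11100. Retinal tissue that holds few photoreceptors would give such values, so they do not speak against it. At 5 days photoreceptor genes rose by 2.09 and other retina genes changed by -0.559, which would argue against 1 changed share of retina. It stays open, because the latter stood at 0.013 without knockout replicate a and the former at 0.712 without knockout replicate b, and because the second list had a median of 0.318 at 5 days, with 11 of 19 tested genes higher.

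Dilution of unchanged lens RNA could lower all crystallins alike. Over 7 crystallins, chosen after their values were seen as ones that other tissues make little of, the changes with cataract ranged over 1.67, from Cryba4 at -4.90 to Crybb3 at -3.24. The median standard error of a single gene among the 7 was 0.0386. That argues against dilution as the whole cause. A lower share of lens RNA with cataract than without would raise other tissues alike, but pigmented tissue genes stood at -1.2 and macrophage genes at 0.99, which argues against it as the whole cause. A change in the lens cells of the knockout is among the open explanations and was not tested.

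A different genetic background may lie behind 15 genes that were at least 4-fold lower in all 9 knockout libraries at both ages, with 0 higher, of 16790 tested. The thresholds were chosen after seeing the data. They make 34 pairs within 1 Mb, where random genes gave at most 4 (permutation p = 1e-04, the smallest that 10000 draws can give). They lie in 5 segments, with 8 on chromosome 4 and 4 on chromosome 2. Most are predicted genes side by side that may share reads as close copies, which keeps this open. A C57BL/6J background throughout the genome is argued against by the 5-day values, where Nnt stood at 1.16 and Glo1 at 1.06 times wild type. That rests on 5 days alone, where the change of Nnt was 0.35 ± 0.47 and that of Glo1 0.08 ± 0.06. The error of Nnt leaves its own value weak. At 20 weeks both were lower, Nnt at 0.613 without and 0.39 with cataract and Glo1 at 0.658 and 0.629. That is the direction such a background would give, so the 20-week values do not argue against it. Genes next to the deleted ones are argued against, since 0 lie within 1 Mb of a miR-26 gene. Bfsp2 lies 15.6 Mb from Mir26a-1. Of 183 tested genes between both, 14 were called at 5 days (7.65%, against 5.55% of 17689 other genes, Fisher exact p = 0.197), so a stretch carried along with Mir26a-1 stays open, as does an effect of the knockout itself. If the background differed, its effects on other genes could not be told apart from the knockout in any comparison with wild type.

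In knockout without cataract replicate b, genomic DNA is a likely source of the extra genes. Of 918 olfactory receptor genes silent in the other 14 libraries it detected 734 (80.0%), and of 14848 silent genes 31.6%, against at most 4.27% in any other library. Detection followed exon length (43% of long and 20.1% of short genes), and reads per kb were 1.22 on autosomes and 1.03 on X. Deeper sequencing is argued against, since it had 93.03 M reads, the fewest of the 15 libraries. Without this library 10841 genes were called against wild type, of which 10399 were among the 11788. No biological explanation was tested.

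Vessel tissue on the epithelium preparations may account for vessel wall miRNAs, of which 6 of 6 were lower in fiber cells, with 2 of 3 tested blood cell miRNAs. The counts of miR-126a-3p and miR-143-3p had been seen before the list was written, and the others are made from the same genes or next to them. The test was thus run on miRNAs chosen for the pattern and cannot settle it. Expression of these miRNAs in the epithelium itself stays open.

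For the seed-site difference at 5 days, a trend with GC content or gene length is argued against, since the difference was 0.0918 with the trend removed. Chance stays open, as does a real but small rise of miR-26 targets, which the 7mer sites at 0.0321 and the estimated correlation did not bear out past the threshold.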
